A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

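Tail DNA of 9 mice of 1 non-irradiated family (C57BL/6 per the labels, C57BL/6J/Nrs for the mice in the methods of the study) was compared with DNA of 1 reference male by array comparative genomic hybridization. Per the methods of the study, tails of sires and progeny were taken when the animals died naturally, and those of dams when they were killed after weaning. Each mouse was hybridised on 2 arrays, with the dyes Cy3 and Cy5 exchanged between mouse and reference, which gave 18 arrays. The family held 1 sire, 1 dam and 7 progeny, and the dose in the labels was 0 Gy for all of them. The progeny numbers are those of the labels, which give no sex for the progeny. Mice of irradiated sires were not analysed here, so no comparison by dose was made.

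The authors scanned custom arrays with 973116 spots each and extracted them with Feature Extraction 10.7.1.1 on the mm9 build of the mouse genome, per the file headers. The scanner named in the file headers was a G2505C, while another model is given in the methods of the study. The deposited intensity values were background-subtracted and dye-normalized by the authors with 1 linear factor per channel, and the headers gave a lowess factor of 0. The deposited log10 ratio was that of Cy5 over Cy3 of these processed signals. The deposited table of log2 ratios for the whole series held 964482 rows per array. Every row equalled the scanner ratio on the log2 scale within 1e-06, turned to reference over mouse and not centred, with column medians from -0.023 to 0.015. The direction of the main values here is therefore opposite to that table.

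The log10 ratios were turned into log2 ratios of mouse over reference using the dyes in the labels. Control spots (6745 per array) and spots with an outlier flag were left out, spots of the same probe were averaged, and each array was centred on the median of its autosomal probes. This left 950622 autosomal probes with a median spacing of 2053 bp, 68 X probes and 23 Y probes. Another 36 spots on unplaced sequence were left out. Positions are given on mm9. The reference annotation at hand was of another build, so no gene, exon or intron was assigned to a region, and the gene lists drawn up beforehand were not run.

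Calling followed the first-array rule of the study. A probe was positive where the log2 ratio passed 0.8 in size in both orientations, or where it and an adjacent probe all passed 0.5. Here the sign also had to be the same in both orientations. Probes past 0.8 with opposite signs served as background, a count that a probe's dye effect raises. A de novo candidate was positive in 1 progeny, in neither parent, and differed from each parent by over 0.5 in the same direction in both orientations. Following the study's names, candidates of 2 or more adjacent probes were type L and those of 1 probe type S. The share of progeny with a type L candidate was given a 95% Clopper-Pearson interval. Segments were intervals of 4 to 1000 adjacent probes, in the mean of both orientations, with a score of at least 6 and a mean of at least 0.3 in size. The score was the summed log2 ratio over the product of the noise SD and the square root of the number of probes. A segment counted as present in a parent where the parent's mean reached 0.25 with the same sign. Position-shuffled values and the difference between the orientations gave the background of this step. That difference holds noise and dye effects, and a wave in the DNA of the mouse itself cancels in it.

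Regions of 2 or more adjacent probes at which sire and dam differed by over 0.5 in both orientations were tested for passage to the 7 progeny with an exact two-sided binomial test against 0.5 and Benjamini-Hochberg adjustment. The same test on all progeny calls, with 1 region kept per chromosome, was added after the data had been seen. The 7 progeny were compared with the 2 parents, and the 9 mice with the reference, with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on 1 mean value per mouse. The threshold was an adjusted p of 0.05, with a family mean over 0.5 in size for the comparison with the reference. Probes with a missing value in any mouse (1172) were left out of these models, which kept 949450. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.

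Both steps were tested on simulated data, with independent normal noise at the SD of each array or mouse. Of 200 single-probe losses of 1.8 log2 units planted in 1 progeny, 200 were called, and of 200 planted in that progeny and the dam, 0 were called de novo. The simulated noise alone gave 19 de novo probes elsewhere among 950622. It held no probe dye effect and the same spread for weak and strong probes, so this count does not give the rate of false calls in the data. Of 50 planted runs of 10 probes at a loss of 0.6, 50 were found. Smaller single-probe losses were not planted, so the recovery of a loss of 1 of 2 copies, which is below 1.8 in size, is not known. In limma, 3% of 200 probes shifted by 0.5 between progeny and parents were recovered and 99.5% of those shifted by 1, with 9 unchanged probes also called, while for the family against the reference 97% were recovered at 0.6 and 100% at 1.1.

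Regions named in the text were chosen by rules set before the data were examined: up to 10 regions per rule, by number of adjacent probes, by score or by adjusted p. The gain on chromosome 8, the full extents of the regions on chromosomes 10, 14 and 17, the megabase shifts and the single-probe losses of the dam were picked outside these rules. Alternatives set beforehand were normexp background correction with an offset of 50, the deposited value table, a filter on probes that were flagged, saturated or not well above background in either channel on any array (834847 autosomal probes left), a running median over 100 neighbours on each side, other thresholds and margins, an intensity trend in eBayes, and each mouse left out in turn. As the files held no mean spot signal, normexp was run on median spot signals. A block for scan date could not be fitted, because no scan batch held both parents and progeny. A random block for scan batch was added after the data had been seen, as were removal of each probe's dye effect, segments of at least 10 probes or with a median of at least 0.3, and counts without progeny 3.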

Results

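Array data of 1 non-irradiated family were examined: the sire, the dam and 7 progeny, each hybridised in both dye orientations against the same reference male. The spread between neighbouring autosomal probes was 0.26 to 0.31 log2 units per array in 8 mice, and 0.37 and 0.38 in progeny 3. On the arrays of progeny 3, 6.64% and 6.57% of spots were not well above background, against 0.845% to 4.53% on the other 16 arrays. Across probes, which are not independent replicates, the orientations of 1 mouse had a Pearson r of -0.420 to -0.220, and arrays of different mice in the same orientation had 0.238 to 0.486. After removal of each probe's dye effect the median r between the orientations was 0.117. The number of arrays limits the precision of all values below.

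The labels of the parents were first checked with the sex-linked probes. The dam had a median log2 ratio of 0.97 over 68 X probes and -1.88 over 23 Y probes, and the sire had -0.0011 and 0.012. Progeny 5, 6 and 7 lay at the level of the dam, with X medians of 0.92, 0.91 and 0.85 and Y medians of -1.89, -1.49 and -1.81. Progeny 1 to 4 lay at the level of the sire, with X medians of 0.0029 to 0.012. After dim probes were removed, 9 X and 6 Y probes were left, and the Y median of the dam was -0.45.

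**Figure D1:**
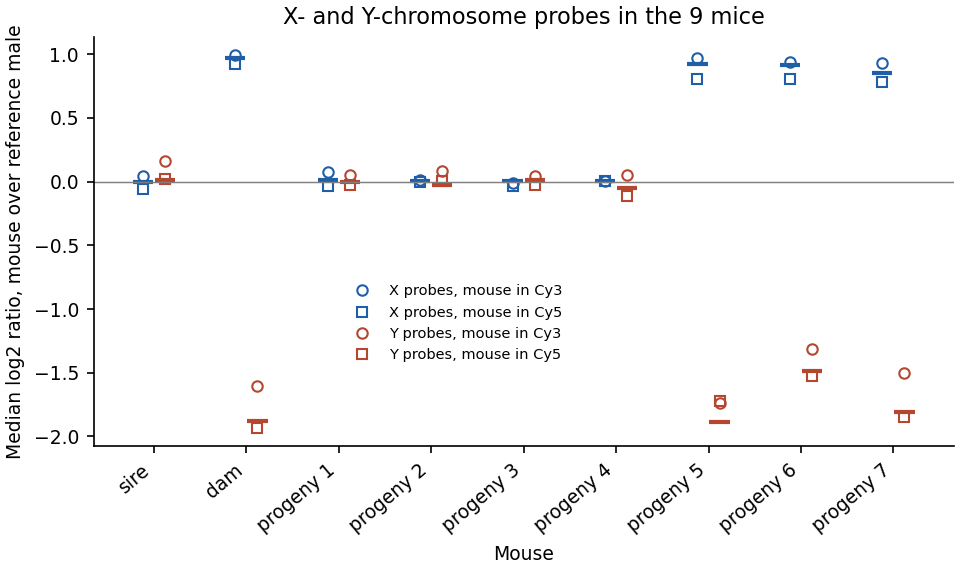
Median log2 ratio of mouse over reference male for X probes (blue) and Y probes (red) in each of the 9 mice, with circles for the mouse in Cy3, squares for the mouse in Cy5 and bars for the mean of both orientations. The dam and progeny 5, 6 and 7 have X medians of 0.85 to 0.97, and the sire and progeny 1 to 4 lie near 0.

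The family was compared with the reference male to find regions in which the mice as a set differed from that animal. A region on chromosome 14, from 53344285 to 54391070, was lower than in the reference male in all 9 mice, with a mean over 113 probes of -0.42 ± 0.022 (SD, n = 9 mice). A region on chromosome 10, from 33892395 to 33937875, was also lower in all 9 mice, with a mean over 22 probes of -0.48 ± 0.036 (SD, n = 9). The sequence on either side lay at -0.0087 for chromosome 14 and 0.024 for chromosome 10. The chromosome 14 region was uneven: 78 of its 113 probes had a family mean below -0.3. After subtraction of a running median over 100 neighbours on each side, which is wider than the region, its mean in the sire was -0.21 in place of -0.44. The deposited value table used as an alternative held no row for 47 of the 113 probes. All values are ratios to 1 animal, and whether the family or the reference male carries the changed copy number was not tested.

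In the limma comparison of the 9 mice with the reference, 68 probes were lower and 2 were higher. Of these 70 probes, 52 lay in the chromosome 14 region and 15 in the chromosome 10 region, and all 70 had 1 sign in the 9 mice. The 10 probes with the smallest adjusted p were all in the chromosome 14 region. The first of them, A_67_P09562148 at 53714075 to 53714134, had a mean of -0.98 (SE 0.035, adjusted p = 1.97e-07 by limma, lower in 9 of 9 mice). The longest runs of adjacent called probes had 10 probes each, at 33898897 to 33916306 on chromosome 10 (mean -0.57) and at 53521964 to 53544285 on chromosome 14 (mean -0.56). The test leaves out the spread of the single reference animal, and relatives are not independent animals. Without progeny 5, 160 probes were lower and 14 higher.

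**Figure D2:**
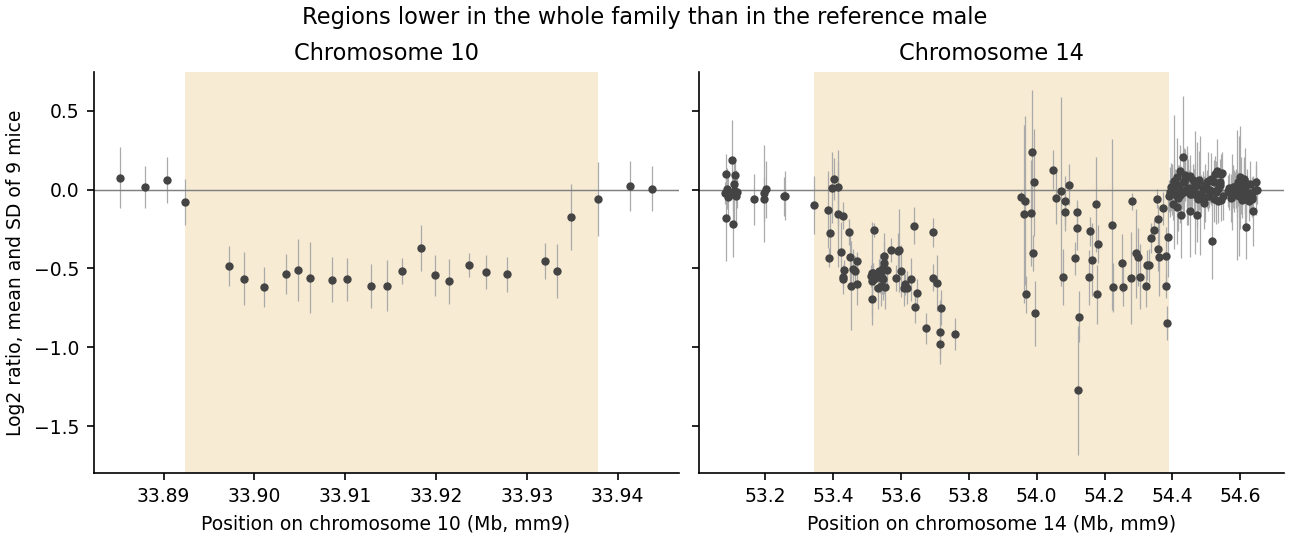
Log2 ratio per probe (mean of 9 mice, bars show the SD between mice) against mm9 position on chromosomes 10 and 14, with the extent of each region shaded. The means over the shaded regions are -0.48 and -0.42, and the flanking probes lie near 0.

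The parents were next compared with each other, to find differences that could pass to the progeny. The region with the most probes was at 25417435 to 25444229 on chromosome 3, where 4 adjacent probes had a mean of -1.54 in the dam and -0.063 in the sire. Progeny 5, 6 and 7 had -1.46, -1.53 and -1.69 there, and progeny 1 to 4 had -0.054 to 0.059. The same mice shared a smaller gain on chromosome 8, picked after the segments had been seen, from 102125282 to 102245478, with 0.31 over 43 probes in the dam, 0.28 in progeny 5, 0.26 in progeny 6, 0.27 in progeny 7 and 0.022 in the sire. At both regions, the progeny that lay with the dam were those at the X-probe level of the dam. With the sire at -0.063 on chromosome 3, each progeny would hold a copy from the sire if the site were autosomal. The fall would then be about 1 copy of 2, which is 0.97 on the scale of the X probes of the dam. Progeny 5, 6 and 7 lay well below that, which argues against passage on an autosome at the chromosome 3 region. For the gain on chromosome 8, such passage cannot be told apart from signal that follows the sex chromosomes. In all, sire and dam differed in 104 regions of 2 or more probes. The sire was lower in 79 and the dam in 25, and 78 of the regions held a dim or flagged probe. Only the chromosome 3 region had more than 2 probes.

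As a set, these regions had fewer carriers among the progeny than an even chance of passage gives. Regions were picked for a large parental difference, and progeny values near 0 lie on the side of the parent nearer to 0. Noise therefore also gives few carriers, and the counts do not measure the passage of true variants. Of the 104 regions, 20 had 0 carriers, against 0.8125 expected, and the others had 1 to 6 carriers among 7 progeny. With 1 region kept per chromosome, 34 of 133 progeny calls carried the state of the parent farther from 0 (25.6%, exact two-sided binomial p = 1.49e-08, a test chosen after the carriers had been seen). No single region passed the adjusted threshold: the smallest exact binomial p was 0.0156, which is the smallest that 7 progeny allow, and the smallest adjusted p was 0.0813. With a parental difference over 0.8, 3 regions were left, and 1 had an adjusted p under 0.05. Among only 3 regions, any region at the smallest p that 7 progeny allow passes that threshold. As noise also gives few carriers, this pass does not show the passage of a true variant or its absence. With normexp, 4 regions were left.

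**Figure D3:**
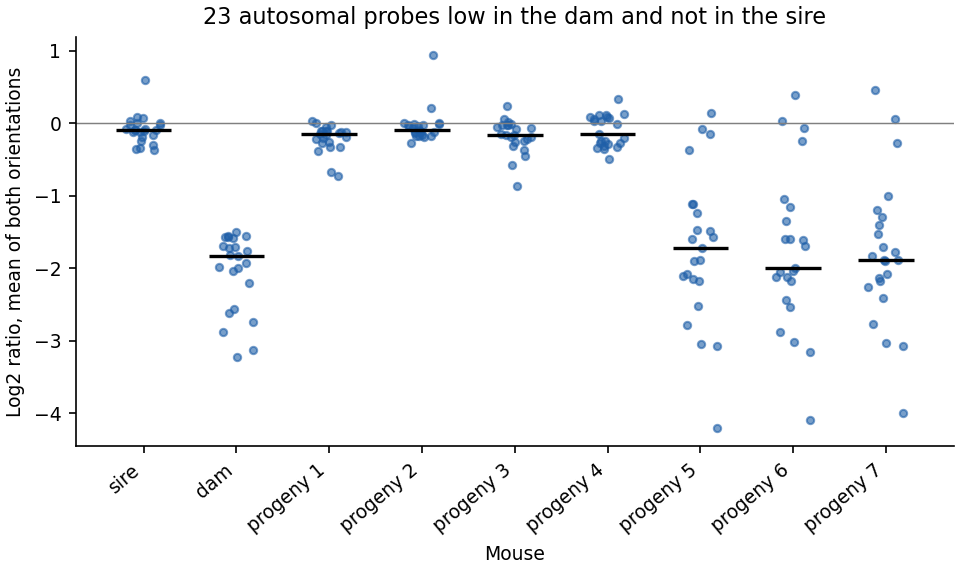
Log2 ratio (mean of both orientations) in each mouse at the 23 single autosomal probes where the dam lay below -1.5 and differed from the sire by over 0.8 in both orientations, with black bars for medians over probes. Most points of progeny 5, 6 and 7 lie at the level of the dam, and those of progeny 1 to 4 lie near 0.

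The comparison of progeny with parents addresses de novo changes, the measure of mutation in the study. Among intervals present in a progeny and in neither parent, the highest score belonged to a loss on chromosome 17 in progeny 6, from 15099141 to 15128031. Its 18 probes had a mean of -0.61 ± 0.098 (SD over probes), with -0.67 when the mouse was in Cy3 and -0.56 when it was in Cy5. All 18 probes lay below 0 in each orientation. The sire had 0.0097, the dam had 0.076, and the other 8 mice ranged from -0.015 to 0.076. The probe before the loss, at 15096637, had 0.046, and the next probe after it, at 15193598, had -0.17. Of the 18 probes, 4 were positive by the calling rule, and 2 adjacent ones at 15104610 to 15105934 formed a type L candidate. The deposited value table held no row for 17 of the 18 probes, while 0.195% of all autosomal probes had none. Of all windows of 18 adjacent probes, 0.0596% had at least 17 without a row. The reason was not tested.

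**Figure D4:**
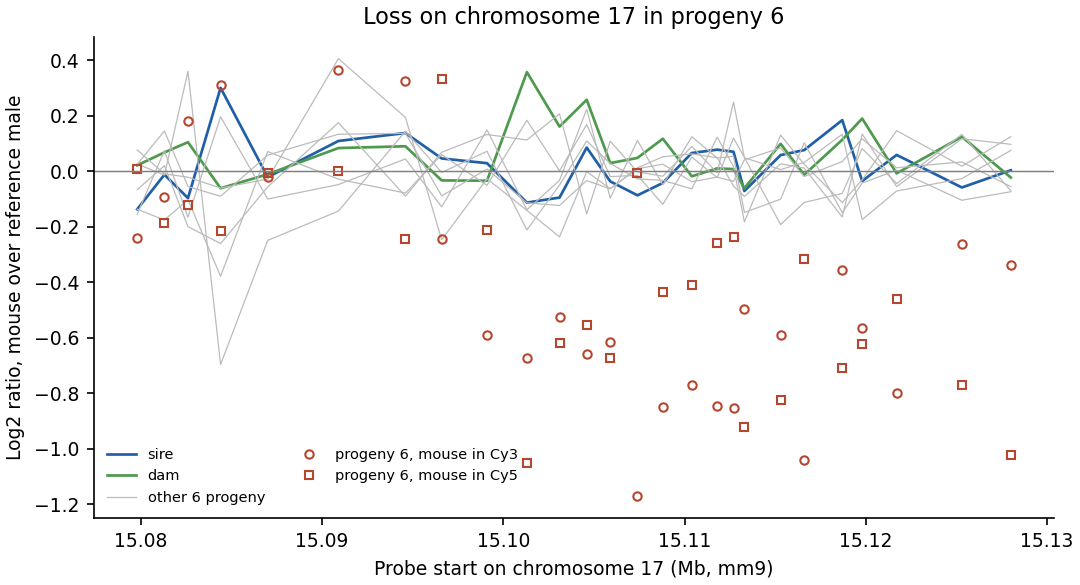
Log2 ratio of mouse over reference male for single probes around the chromosome 17 loss, with red circles and squares for the 2 dye orientations of progeny 6, blue and green lines for sire and dam, and grey lines for the other 6 progeny (means of both orientations). The 18 probes from 15099141 onward average -0.61 in progeny 6, and the parents stay near 0.

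Over all 7 progeny, 13 type L candidates were found, and all were losses. Progeny 3 had 11 of them, and progeny 1 and progeny 6 had 1 each. This is 3 of 7 progeny, or 42.9% (95% Clopper-Pearson interval 9.90% to 81.6%). Only 2 of the 13 lay on probes that were not dim or flagged on any array: the one in progeny 6, and one in progeny 3 at 181411389 to 181414080 on chromosome 2. The latter had 0.27 in the dam, -0.0097 in the sire and -0.72 in progeny 3. With a margin of 0.8 against each parent, neither of these was called, and the 1 candidate left was in progeny 3 at 13990824 to 13992577 on chromosome 3, which held a dim or flagged probe.

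Single-probe candidates were far more numerous and almost all lay on weak probes. There were 1770 type S candidates, with 24 in progeny 6, 45 in progeny 4 and 1208 in progeny 3. Of the 1796 candidate probes of both types, 1270 were losses. Progeny 3 had 1036 of these losses, and 194 gains. Losses also outnumbered gains in progeny 1, 4 and 6, and gains outnumbered losses in progeny 2, 5 and 7. Of all candidate probes, 93.8% were dim or flagged on at least 1 array, against 12.2% of all autosomal probes. A true loss can itself make its probe dim on the arrays of that mouse, so this share is not separate from the calls. The 10 type S candidates with the largest difference from the nearer parent were all on dim or flagged probes. The first was a probe at 25851564 on chromosome 19 with -2.40 in progeny 3, 0.28 in the sire and 0.24 in the dam. After the filter on dim probes 106 candidate probes were left: 94 in progeny 3, 6 in progeny 5, 4 in progeny 6, 2 in progeny 1 and 0 in progeny 2, 4 and 7. The same margins with opposite signs in the orientations were met by 172 to 2021 probes per progeny, more than the candidates of that progeny in every case. A probe's dye effect moves the orientations apart, so it raises this background. After its removal there were 2361 candidate probes, and the background was not recounted.

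Positive probes were also counted by the mice that shared them. In all 9 mice together, 1615 gains and 3506 losses were positive, while 14432 values passed the threshold with opposite signs. Of 4450 probes positive in at least 1 mouse, 34 were positive in both parents, 257 in 1 parent and at least 1 progeny, 691 in 1 parent and no progeny, and 3468 in progeny only. Without progeny 3, 1306 probes were positive in progeny only. No probe was positive in 9 mice. The regions lower in all 9 mice on chromosomes 10 and 14 had means of -0.48 and -0.42, short of the thresholds, so shared changes of that size can be missed. The counts therefore do not measure how often changes were shared within the family. The family region with the most adjacent positive probes lay inside the chromosome 14 region, at 54122647 to 54123960, with a mean of -1.04 ± 0.25 (SD, n = 9).

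Longer intervals were counted with the segment score. There were 399 segments in the 9 mice (140 gains and 259 losses), of which 300 had exactly 4 probes. Position-shuffled values gave 367, so most short segments were at the level of noise. Only 32 segments had 10 or more probes, and the longest shuffled segment had 16. The highest scores belonged to the chromosome 14 region in all mice, the chromosome 3 region in the dam and progeny 5, 6 and 7, and the chromosome 17 loss in progeny 6 (score -17.8). Of 326 progeny segments, 86 reached the shared level in at least 1 parent and 240 in neither. The longest of the latter had 22 probes, in progeny 3 at 23602896 to 23652208 on chromosome 10, with a mean of -0.31 and a score of -6.20.

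The limma comparison of the 7 progeny with the 2 parents called 0 probes in either direction, with a smallest adjusted p of 0.477. At an unadjusted p under 0.05 there were 41254 probes, or 4.35% of those tested. Scan batches held either parents or progeny, and with the batch as a random block 0 probes were called (smallest adjusted p 0.306 by limma). Without the sire, 20 probes were called, with the lone dam assumed to vary like the progeny.

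The medians of whole autosomes set progeny 7 apart. Its chromosome 15 had a median of 0.039, with 0.042 when the mouse was in Cy3 and 0.040 when it was in Cy5. The 152 chromosome medians of the other 8 mice ranged from -0.0036 to 0.0073 (SD 0.0017). In progeny 7, the medians of chromosome 10 (-0.020), chromosome 9 (-0.014), chromosome 3 (-0.011) and chromosome 11 (-0.0050) also lay outside that range. The arrays of this mouse, alone in their scan batch, had a green background noise of 7.36 and 7.24 against at most 5.08 on the other 16 arrays, and their green signal to noise of 11.7 and 12.7 was the lowest. All 21 stretches of 5 Mb on chromosome 15 had a median above 0 in this mouse. Parts of other chromosomes were lower in progeny 7: 3000029 to 44992034 on chromosome 3 had -0.037, 130001920 to 149516458 on chromosome 6 had -0.027, 65001559 to 99999815 on chromosome 9 had -0.041, and 3002742 to 64999337 on chromosome 10 had -0.039. Progeny 5 had 0.030 over 60001871 to 99999946 on chromosome 3. These parts were found by a rule set after the medians had been seen, 3 or more adjacent stretches past 0.015 with the same sign, and the other 7 mice had 0 such runs.

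**Figure D5:**
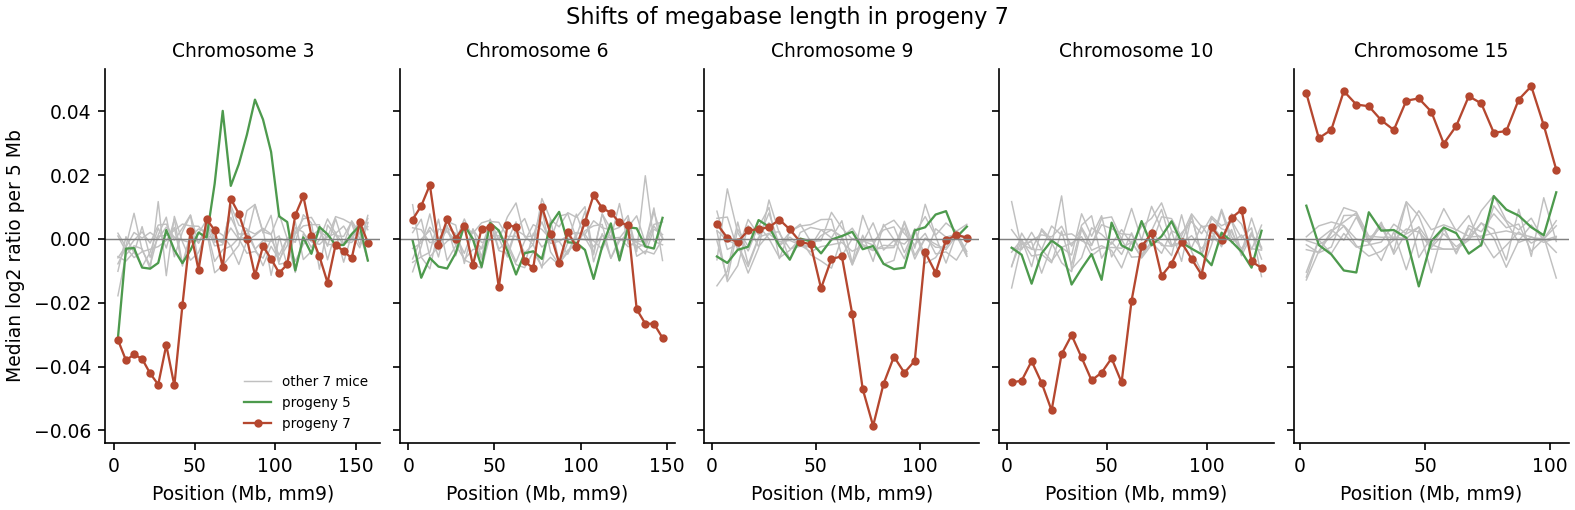
Median log2 ratio per 5 Mb stretch against mm9 position on chromosomes 3, 6, 9, 10 and 15, with progeny 7 in red, progeny 5 in green and the other 7 mice in grey. Progeny 7 lies near 0.039 along chromosome 15 and between -0.041 and -0.027 over parts of the other 4 chromosomes.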

Values the study reported

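The study reported de novo deletions, after further assays, in 7.1% of non-irradiated F1 mice (11 of 156) and in 20.4% of F1 mice from irradiated sires (29 of 142), a 2.9-fold difference. For type L deletions it gave 5.1% (8 of 156) and 15.5% (22 of 142).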

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

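Some tests in this part were chosen only after the result was seen: those on scan batch, on passage by chance in both its forms, on loss of both copies and on probes above background for the parental differences, those on dye and on the parents for chromosome 17, and that on a single cell population for progeny 7. The choice of patterns was also made after first results. At first the 104 parental regions as a whole and the losses of progeny 3 were weighed; the deep losses of the dam were then singled out, and progeny 7 took the place of progeny 3. Among 29 measures compared over the 7 progeny with Dixon's criterion, 11 had 1 mouse farther from the rest than its 95% bound allows, a bound that chance passes in about 5% of sets.

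Progeny 3 stood apart in the spread between neighbouring probes (0.235), in positive losses (2040), in probes with opposite signs (4842), in de novo candidate losses (1036) and in type L candidates (11). Of its candidate losses 90.7% lay on dim or flagged probes, a mark that a true loss can itself cause. Progeny 4, of the same scan batch, had 28 candidate losses. Progeny 6 had the most segments (85), against 75 after shuffling of positions. The median of chromosome 12 in progeny 5 was 0.0073.

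The chromosome 17 loss of progeny 6 (mean -0.61) was picked for its score in this mouse and as absent from both parents, so neither its distance from the other progeny nor its call as absent from the parents is separate evidence. Bias of 1 dye or a failed array would show in 1 orientation, but 18 of 18 probes were below 0 in the weaker one. The call asked only for parental means short of 0.25 in size. These means were 0.0097 in the sire and 0.076 in the dam (SD over probes 0.081 and 0.11), too far from -0.61 for that spread if a parent carried the loss. The highest score among intervals of 10 or more probes in the differences between orientations was 10.1, against -17.8 for the loss. A wave in the DNA of the mouse itself cancels in those differences, so they argue against noise and dye effects only, and such a wave was not tested. The loss may therefore be a copy number change of this mouse that neither parent carried, which is a hypothesis from a single animal. The deposited value table held no row for 17 of the 18 probes, for a reason that was not tested. No biological explanation was tested, and why the size of the loss is below the X-probe shift of 0.91 in the same mouse stays open.

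Progeny 7 stood apart in the medians of chromosome 15 (0.039), chromosome 3 (-0.011), chromosome 9 (-0.014) and chromosome 10 (-0.020). For chromosome 15, the lower of the orientation medians was 0.040, the median without dim probes was 0.033, and a share of 1 of the stretches lay above 0, which argue against a dye effect, weak probes and a change of part of the chromosome. The scan batch held this mouse alone and cannot be told apart from it, while a fault of the noisier green channel is argued against by the sign, which all 5 shifts of this mouse kept when the dyes were exchanged. On the scale of the X probes of the dam, 1 copy more or fewer in 3.79% to 5.78% of cells would give the 5 shifts of this mouse. A single cell population is a possible explanation, but the highest share was 1.52 times the lowest, just past the bound of 1.5 set for it. The shares were given no error. The orientations differed most on chromosome 3, with -0.025 when the mouse was in Cy3 and -0.051 when it was in Cy5. Thus 1 and several populations cannot be told apart, and no biological explanation was tested.

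The parental differences hold different parts. The median difference of 0.757 between sire and dam, which were scanned together, decides nothing about scan batch, since the regions were picked for a difference over 0.5. Over 19 regions on different chromosomes, 0.586 of progeny calls equalled the X-probe state, which noise would give as well. Of the same calls, 0.256 carried the state of the parent farther from 0. That share argues against variants passed on at even chance as the explanation for the regions as a set, and leaves single regions open. Noise in regions picked for a parental difference also lowers it, so it does not measure the passage of true variants. At the 23 deep losses of the dam, loss of both copies is argued against by a progeny median of -0.097, and the share of probes at which all 7 progeny followed the X-probe state was 0.826, short of the 0.9 set beforehand for probes that also bind sex-chromosome sequence. Over the 18 probes above background, a subset chosen after that value was seen, the share was 1, so such binding may account for those probes but cannot be told apart from other explanations for the rest.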

How the results depend on the processing

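Tests chosen after the result was seen are removal of the dye effect, counts without progeny 3, segments of at least 10 probes or with a median of at least 0.3, and the random block for scan batch. Across the comparisons above, 81 values under other settings stayed within the preset bound, 79 moved and 1 changed sign. Of 20 values for named regions, 8 moved by more than the SD of the orientations, 4 of them for chromosome 14 in the sire (-0.44), from -0.21 with a running median to -0.46 with the filter. The sign change was in the median correlation between the orientations of a mouse, which was -0.337 and became 0.117 once each probe's dye effect was removed.

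Counts of probes moved most. Normexp correction gave 4 gains and 252 losses, 51 probes in progeny only, 64 in at least 1 parent, 6 de novo candidates and 1 type L region. The filter on flagged, saturated or dim probes gave 68 gains, 693 losses, 375 probes in progeny only, 168 in a parent, 106 candidates and 2 type L regions. Thresholds of 0.7 and 0.4 gave 3195 gains, 6288 losses, 6145 probes in progeny only, 1917 in a parent and 23 type L regions. Thresholds of 1 and 0.6 gave 494, 1395, 1314, 344 and 7, with 803 candidates. Without the demand for 1 sign in both orientations there were 11505 gains, 14035 losses, 17211 probes in progeny only, 3313 in a parent, 6127 candidates and 34 type L regions. On the mean of both orientations these were 8619, 15081, 15105, 4016, 12770 and 285.

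Without a margin against the parents there were 3646 candidates and 111 type L regions, and with a margin of 0.8 there were 849 and 1. Type L regions numbered 27 without the sire and 24 without the dam. De novo candidates numbered 2599 without the sire and 2488 without the dam. No progeny but progeny 3 was left out of this count. Without progeny 3, 1466 losses, 1306 probes in progeny only, 566 candidates and 2 type L regions were left.

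Segments numbered 233 with normexp (104 of them in progeny and in neither parent), 164 with the filter (63), 85 at a score of at least 8 (32), 722 with at least 3 probes (401), 84 in a separate search for intervals of at least 10 probes (40) and 186 with a median of at least 0.3 (114). Parental differences numbered 4 with normexp, 29 with the filter, 505 at a difference over 0.4 and 3 at one over 0.8. Of these 3, 1 had an adjusted p under 0.05, which any region at the smallest possible p would have among so few.

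The X median of the dam was 0.61 with normexp. The Y median of the dam was -0.25 with normexp, -0.45 with the filter and -1.61 with the mouse in Cy3 only.

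For the family against the reference, probes called higher numbered 1 with normexp, 0 with the filter, 5 with an intensity trend and 10 without a minimum mean, and probes called lower numbered 33 with the deposited value table, 18 after subtraction of a running median and 269 with the trend. With 1 mouse left out, 1 to 14 probes were higher and 63 to 160 lower. Progeny against parents gave 0 to 20 probes with 1 mouse left out. The value table held a row for only 1 of the 18 probes of the chromosome 17 loss, with -0.55 in progeny 6. The cause of these moves was not tested beyond what each setting leaves out. Signal over background limits the single-probe counts, since 12.2% of probes were dim or flagged on some array. The gene lists were not run, and a block for scan date could not be fitted.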

Other observations

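The rule for megabase shifts in this part was chosen after the result was seen, while the count of probes that follow the X-probe state had its bound set before.

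Some autosomal probes followed the sex-linked ones. Among 23 single probes with the dam below -1.5, 19 on 12 chromosomes had all 7 progeny on the side of their X-probe state, against 0.781% by chance for a single probe. Of the 23, 18 were above background on all arrays, and all 18 were among the 19. Of other single probes above background at which the parents differed, 19 of 86 with the sire higher (22.1%) and 5 of 215 with the dam higher (2.33%) did so. Most other probes were weak, 217 of 303 with the sire higher and 1357 of 1572 with the dam higher, and were left out of these counts. Over the 23 probes the median was -1.82 in the dam, -0.17 to -0.097 in progeny 1 to 4, and -1.72 in progeny 5 and -1.88 in progeny 7, with progeny 6 lower than both. One of the deepest, at 132549431 on chromosome 3, had -3.22 in the dam and -0.10 in the sire. The 23 probes were picked on sire and dam alone, but the deep losses were singled out after the first results on parental differences.

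In progeny 7, the lower parts of chromosomes 3 and 10 began at the first probes and ended at 44992034 and 64999337, and that of chromosome 6 ran from 130001920 to its last probes. The rest of these chromosomes lay at -0.0023, -0.0028 and 0.0024. The difference between orientations gave 191 runs of this kind before removal of each probe's dye effect and 0 after it. A wave in the DNA of the mouse itself cancels in that difference, so these counts cannot show whether such a wave gave the shifts.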
